# Genome-wide landscape of DNA methylomes and their relationship with mRNA and miRNA transcriptomes in oxidative and glycolytic skeletal muscles

**DOI:** 10.1038/srep32186

**Published:** 2016-08-26

**Authors:** Linyuan Shen, Jingjing Du, Yudong Xia, Zhendong Tan, Yuhua Fu, Qiong Yang, Xuewei Li, Guoqing Tang, Yanzhi Jiang, Jinyong Wang, Mingzhou Li, Shunhua Zhang, Li Zhu

## Abstract

The physiological, biochemical and functional differences between oxidative and glycolytic muscles play important roles in human metabolic health and in animal meat quality. To explore these differences, we determined the genome-wide landscape of DNA methylomes and their relationship with the mRNA and miRNA transcriptomes of the oxidative muscle *psoas major* (PMM) and the glycolytic muscle *longissimus dorsi* (LDM). We observed the hypo-methylation of sub-telomeric regions. A high mitochondrial content contributed to fast replicative senescence in PMM. The differentially methylated regions (DMRs) in promoters (478) and gene bodies (5,718) were mainly enriched in GTPase regulator activity and signaling cascade-mediated pathways. Integration analysis revealed that the methylation status within gene promoters (or gene bodies) and miRNA promoters was negatively correlated with mRNA and miRNA expression, respectively. Numerous genes were closely related to distinct phenotypic traits between LDM and PMM. For example, the hyper-methylation and down-regulation of *HK-2* and *PFKFB4* were related to decrease glycolytic potential in PMM. In addition, promoter hypo-methylation and the up-regulation of miR-378 silenced the expression of the target genes and promoted capillary biosynthesis in PMM. Together, these results improve understanding of muscle metabolism and development from genomic and epigenetic perspectives.

Skeletal muscle is one of the body’s major organs and accounts for approximately 40% of body mass in mammals^1^. It has important roles in exercise and energy metabolism^2^. The functional diversity of skeletal muscle is closely associated with the highly heterogeneous composition of muscle fibers. In general, muscle fibers are divided into four different myosin heavy chain (MyHC) isoforms. Type I and Type IIa are oxidative (or red) fibers, whereas Type IIb and IIx fibers are glycolytic (or white) and intermediate fibers, respectively^3^,^4^. Oxidative fibers are highly enriched with capillaries, myoglobin, lipids, and mitochondria, and have a lower glycogen concentration and glycolytic enzyme activity than do glycolytic fibers. Thus, oxidative muscle can undergo chronic contractile activity with less fatigue than glycolytic muscle^5^,^6^ Moreover, the differences in muscle fiber types are closely related to metabolic health and disease. Daugaard *et al*. (2000) have found that insulin-stimulated glucose transport is positively correlated with the proportion of oxidative fibers in muscle tissue^7^. Goodman *et al*. (2012) have shown that glycolytic muscle fibers have a greater capacity for atrophy than do oxidative fibers^8^. In mammals, muscle fiber composition influences the conversion of muscle to meat and metabolism after death, thereby influencing meat quality. For example, the percentage of Type IIb fibers is negatively associated with pH_45_ (45 min postmortem), and Type I and IIa are negatively associated with drip loss^9^.

Oxidative and glycolytic muscles exhibit two extremes of the metabolic patterns of muscle tissue and serve as ideal models to study the genetic mechanism underlying the diverse phenotype of muscles. Using high throughput sequencing techniques, Campbell *et al*. (2001) have identified 49 differentially expressed mRNA sequences between white quadriceps muscle (glycolytic) and the red soleus muscle (oxidative) of mice^10^. Transcriptional analysis between the *longissimus dorsi* (glycolytic) and *soleus* (oxidative) skeletal muscles of pigs revealed 28 signaling pathways, including MAPK and Wnt pathways, which corresponded to the different phenotypic properties of muscle^11^. Liu *et al*. (2013), in a microRNA transcriptome analysis, have identified 173 miRNAs that are differentially expressed between glycolytic and oxidative muscles and are involved in muscle structural development and regeneration^12^. However, posttranscriptional modifications (changing the expression of mRNA and miRNA) alone do not adequately explain the mechanisms of the different phenotypic properties of muscle. In eukaryotes, DNA methylation is an important epigenetic modification that is dynamic and can alter gene expression in response to the environment and developmental status without changing DNA sequences^13^. Jin *et al*. (2014) have reported a genome-wide DNA methylation analysis comparing young and middle-aged muscles and have found that different methylation genes are involved in proteolysis and protein catabolic processes^14^. Nevertheless, little is known regarding the differences in the DNA methylomes of oxidative and glycolytic muscle. The present study reports an integrated genome-wide analysis of DNA methylation and mRNA and miRNA transcriptome profiling of pig *psoas major* (oxidative) and *longissimus dorsi* (glycolytic) muscles. This work should contribute to the understanding of both human muscle health and the improvement of the meat quality of livestock.

## Materials and methods

### Ethics Statement

Animal care and experiments were conducted according to the guidelines established by the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004) and approved by the Institutional Animal Care and Use Committee in College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China under permit No. DKY- DKY-2014-18.

### Animals and tissue collection

Three female Landrace pigs were used. The pigs were fed twice daily from weaning (28 days old) to slaughter (210 days old) with a formula meeting the National Research Council (NRC 1998) recommendations for different growth phases and were given water *ad libitum*. Approximately 24 h before slaughter, the feed was removed, but the *ad libitum* access to water was maintained. The pigs were slaughtered by electrical stunning followed by exsanguination. The carcasses were then scalded and rinsed. Muscle samples were obtained from the intermediate section of the *longissimus dorsi* and *psoas major* immediately after exsanguination and rapidly frozen in liquid nitrogen for sequencing analysis. Samples were obtained from the front and terminal ends of the muscles for the measurement of meat quality traits.

### Measurement of LDM and PMM phenotypes

The myofiber area and myofiber type ratio were measured using ATPase staining as previously described^15^. After staining, fast fibers were a dark color, whereas Type II fibers were light. The myofiber type ratio was determined by the area of fast fibers divided by the area of slow fibers for 100 randomly chosen fields of vision. The mean area of fast and slow fibers was taken as the myofiber area of muscle. The fatty acid composition was quantified using a GC-14C gas chromatograph (Shimadzu) according to the method described by Qin *et al*^16^. All meat quality trait measurements were performed according to our previously described methods^6^.

### Methylated DNA immunoprecipitation sequencing

The *longissimus dorsi* and *psoas major* muscles from all three pigs were used to construct MeDIP DNA libraries. Briefly, approximately 5 μg of DNA extracted using a DNeasy Blood & Tissue Kit (Qiagen) was sonicated to 100–500-bp fragments with a Bioruptor sonicator (Diagenode). The fragments were ligated with adaptors and immunoprecipitated with a monoclonal anti-methylcytidine antibody. The enriched fragments with methylation and 10% input DNA were purified and amplified through adaptor-mediated PCR. Then, the MeDIP libraries were subjected to paired-end sequencing using an Illumina HiSeq 2000 and a 50-bp read length. Raw sequencing data were processed with the Illumina base-calling pipeline. Methylated DNA immunoprecipitation sequencing (MeDIP-seq) data have been deposited in the NCBI Gene Expression Omnibus under the GEO accession number GSE81759.

### Analysis of MeDIP-seq data and identification of DMRs

We filtered out low-quality reads that contained more than 5 ‘N’s and more than 50% of the sequences with a low quality value (Phred score < 5). The sequencing reads were aligned to the pig reference genome (Sscrofa 10.2), allowing up to four mismatches, by using SOAP2 (Version 2.21)^17^. The reads that mapped to multiple genomic locations were regarded as duplicates and were therefore selected only once. To avoid stochastic sampling drift, we filtered out CpG sites that were covered by less than a 10 read depth when performing subsequent analysis. Furthermore, we classified all the genomic regions into 24 genomic elements while annotating the reads into genomic locations, according to a previous study^14^. The DMR identification method was used as previously described^14^. The normality and equal variance of the read depth at each CpG in PMM and LDM were tested using Bartlett’s test (significantly different if *P* > 0.05). Subsequently, a parametric (passing Bartlett’s test) or non-parametric test (failing Bartlett’s test) was used to select highly variable CpGs (*P* < 0.01) as seed sites for candidate DMRs. Then, a site 3’ downstream adjacent to the CpG was incorporated into the seed CpGs (up to 200 bp) and the new seed CpGs repeatedly adjacent to the next CpG until a low-variance CpG (*P* > 0.01) appeared, which was allowed to be up to 2 kb from the seed CpG. If five or more CpGs in a genomic region had significantly different (*P* < 0.01) read depths between LDM and PMM, this result was considered to represent a DMR. The *P* values for the DMRs were also corrected using the Benjamini-Hochberg method (FDR < 0.01, 1,000 permutations).

### Measurement of mitochondrial DNA copy number, telomere length and gene expression

The relative mitochondria copy numbers were determined by q-PCR, which was designed to detect cytochrome oxidase 1 (*COX1*) and glucagon gene (*GCG*) for mitochondrial DNA (mtDNA) and nucleic DNA, respectively. The doubled ratio of COX1 to GCG within each sample was used to calculate mtDNA content. The relative telomere length had a positive correlation with the ratio of the telomere repeat (TTAGGG) copy number to the single copy gene copy number, as measured by two separate PCR reactions, as previously described, using a telomeric region primer (T) and a primer for a reference single copy nuclear gene (*GCG*, Single copy, S)^18^. The telomere (T) signal was normalized to the signal from the single-copy (S) gene to generate a T/S ratio indicative of the relative telomere length (all the primers are shown in Supplementary Table S1). All q-PCR reactions were performed using SYBR Green Real-Time PCR Master Mix (TaKaRa) on a CF96 Real-Time PCR Detection System (Bio-Rad, Hercules, California, USA). The *ACTB*, *TBP* and *TOP2B* genes were simultaneously used as internal controls for mRNA normalization. 5S rRNA served as an endogenous control for miRNA expression and was used to normalize the corresponding data. All the reactions were performed in triplicate. The 2^−ΔΔCt^ method was used to determine the relative abundance of mRNA and miRNA.

### Functional enrichment analysis for genes with DMRs

Genes with DMRs in the promoters and gene bodies were converted to human orthologous genes and submitted to the DAVID (Database for Annotation, Visualization and Integrated Discovery) web server (http://david.abcc.ncifcrf.gov/) for functional enrichment analysis of Gene Ontology (GO) and pathways. All the lists were submitted to DAVID and analyzed for significant overrepresentation of GO biological processes (GO-BP), molecular function (GO-MF) terminologies, and KEGG-pathway categories (Benjamini-corrected *P* values < 0.05 were deemed significantly different).

### Transcription analysis of mRNA and miRNA

Genome-wide gene expression analysis of six samples that corresponded to the MeDIP-seq samples was performed using an Agilent Pig Gene Expression Oligo Microarray (Version 2). The workflow of the microarray analysis was as performed previously reported^14^. Identification of differentially expressed genes and hierarchical cluster analysis were performed with the MultiExperiment Viewer. The total RNA extracted from the pigs’ LDM and PMM was pooled in equal amounts for each muscle. Approximately 45 μg of total RNA from the two tissues were used for miRNA transcriptome library preparation and sequencing. In brief, 10- to 40-nt short RNAs isolated from polyacrylamide gel electrophoresis (PAGE) were combined with adaptors (Illumina, San Diego, CA, USA) and converted to cDNA by RT-PCR. Then, the cDNA was single-end sequenced in 36 bp on a Genome Analyzer GA-2 (Illumina), per the recommended protocol for small RNA sequencing. Transcriptome data (mRNA and miRNA) have been deposited in the NCBI Gene Expression Omnibus under GEO accession numbers GSE81757 and GSE81755.

### Bisulfite sequencing PCR

The primers for bisulfite sequencing PCR (BSP) were designed by EpiDesigner software (Sequenom, USA) (primers shown in Supplementary Table S1). We treated the inspected DNA (bisulfite conversion) using the EZ DNA Methylation-Gold Kit (ZYMO Research, Irvine, CA, USA), per the manufacturer’s protocols. PCR was carried out using ZymoTaq PreMix (ZYMO Research) according to the manufacturer’s specifications, and the PCR product was purified using the DNA Clean & Concentrator - 25 Kit (Zymo Research). The PCR product was then cloned into the TA vector (Invitrogen, USA). Ten effective clones were selected for each gene and subsequently sequenced using an ABI 3730 DNA Sequencer. All of the sequences were analyzed using BiQ Analyzer V2.0 software^18^.

## Results and Discussion

### Differences in phenotypic traits between LDM and PMM

*Longissimus dorsi* muscle (LDM) and *psoas major* muscle (PMM) are typical oxidative and glycolytic muscle tissues, respectively^12^. The color of LDM had a lower redness rating than that of PMM (Fig. 1a), a result closely related to the different myoglobin contents^19^. Compared with PMM, LDM had a higher fast myofiber rate, cross-sectional area, and concentration of lactic acid and glucose. However, it had a lower mitochondrial mass (Fig. 1b–e and Supplementary Table S2), thus demonstrating why glycolytic muscle has a high glycolytic potential and fatigues more quickly than oxidative muscle^5^,^20^. Moreover, the phenotypic differentiation between the two muscle types also indicated why there are differences in meat quality characteristics, such as shear force, pH and fatty acid composition (Fig. 1f and Supplementary Tables S2 and S3). Given the consistent DNA sequence of the two different muscles in the same donor, DNA methylation and transcriptome differences are likely to underlie the different phenotypes.

### Summary of methylated DNA immunoprecipitation sequencing (MeDIP-seq) data

To explore the methylation differences between LDM and PMM, genome-wide methylated DNA immunoprecipitation sequencing (MeDIP-seq) was conducted. We obtained 897.21 million (M) reads of 43.97 gigabases (Gb) in length, approximately 15.7 times the size of the pig genome (Sscrofa 10.2), of which 42.66 Gb (89.96%) of clean reads were mapped to the pig genome. After removing ambiguously mapped reads and reads regarded as potentially duplicated clones generated via PCR amplification, there were approximately 78.49% uniquely aligned non-duplication reads (Supplementary Table S4). To acquire high-confidence methylated CpG sites for further analysis, we removed the CpG sites with read depths below ten, ultimately acquiring 34.83% of CpGs of the total genome (Supplementary Fig. S1).

The distribution of MeDIP-Seq reads along chromosomes and genome features represented a genome-wide methylation pattern (Fig. 2). The methylation levels across the chromosomes were negatively correlated with chromosome length (*r* = −0.727, *P* = 4.17 × 10^−4^) and positively correlated with GC content (r = 0.804, *P* = 3.37 × 10^−5^). They also had higher than expected CpG (CpGo/e) ratios (*r* = 0.932, *P* = 1.80 × 10^−8^), repeat density (*r* = 0.638, *p* = 3.29 × 10^−3^), gene density (*r* = 0.363, *P* = 0.02), and single-nucleotide polymorphism (SNP) density (*r* = 0.804, *P* = 3.41 × 10^−5^) (Supplementary Fig. S2). Furthermore, we also observed the methylation level across the 24 defined categories of functional genomic elements. The intermediate CpG promoters (ICPs) exhibited a relatively higher methylation status than that at high CpG promoters (HCPs) and low CpG promoters (LCPs), and the DNA methylation status at the CpG island (CGI) shores was higher than that of the CGIs (Supplementary Fig. S3), thus confirming the results of previous studies^14^,^21^. The various methylation levels of genome features indicated that distinctive genome features play different roles in regulating gene expression. For example, DNA methylation at the CpG island (CGI) shores, compared with CGIs themselves, has been demonstrated to be more strongly related to gene expression^22^.

### Differential DNA methylation in the subtelomeric regions and the telomere length of LDM and PMM

We investigated the methylation pattern of the chromosomes and found that the subtelomeric regions showed significant hypermethylation relative to non-subtelomeric regions (Fig. 3a), a result consistent with those from previous reports that the subtelomeric region of mice and pigs is heavily methylated^23^,^24^. In comparison, adjacent subtelomeric regions have a high density of CpG content^25^. Furthermore, the methylation levels of subtelomeric regions (7 Mb from each telomere) and non-subtelomeric regions exhibited distinct patterns between LDM and PMM. In non-subtelomeric regions, LDM had higher methylation levels than PMM in most (~90%, 17 out of 19) chromosomes; however, subtelomeric regions of LDM had a lower methylation status than PMM in most (~80%, 15 out of 19) chromosomes (Fig. 3b,c). Epigenetic modifications of the subtelomeric region were correlated with telomere elongation. Yehezkel *et al*. (2008) have reported that the hypomethylation of subtelomeric regions is associated with abnormally short telomeres^26^. Increasing the DNA methylation levels at the proximal subtelomere increases telomerase activity, which extends the telomere length^27^. Therefore, we measured the telomere length of PMM and LDM using qPCR and found that PMM had a relatively shorter telomere length than that of LDM (Fig. 3d); this result was consistent with the finding that PMM had a relatively lower methylation status in subtelomere regions (Fig. 3c).

Telomere length is a good candidate marker for biological age and the replication history of cells. The different telomere lengths of PMM and LDM obtained from some donors correlated with their replication capacity. The results confirmed those of previous studies, which have reported that telomere length has tissue-independent characteristics^28^. Interestingly, Sahin *et al*. have suggested that there is a direct link between telomeres and mitochondrial biology^29^. The mitochondrial production of reactive oxygen species (ROS) is a major determinant of telomere-dependent senescence; therefore, reducing mitochondrial superoxide generation reduces telomere shortening and cell replication senescence^30^. This mechanism is consistent with the finding that PMM had a higher mitochondrial content but a lower telomere length than LDM (Figs 1e and 3d). All the results indicated that the degree of replication senescence in different tissues may be correlated with methylation levels and mitochondrial metabolic activity.

### Functional enrichment analysis for genes with differentially methylated regions (DMRs)

The present study identified 15,633 DMRs between LDM and PMM, which represented approximately 0.91% of the length of the genome and approximately 4.01% of the total number of CpGs in the genome (Supplementary Table S5). To establish the correlation between biological replicates and experimental reliability, we performed a hierarchical clustering analysis using DMRs of each genomic element (Supplementary Fig. S4). The results indicated that these six samples clustered into two indie groups and indicated the relative epigenetic concordance within each group. To better reveal the distribution biases of DMRs in gene regions, we calculated the average methylation level in a 2-kb region upstream of the transcription start sites (TSS) and gene body and a 2-kb region downstream of the transcription termination sites (TTS) (Fig. 4a). The results indicated that differentially methylated regions were present mainly in the gene body, in agreement with the distribution of the DMRs near the gene regions; for example, there were 5,718 DMRs located in the gene body region but only 478 DMRs located in the gene promoter regions (Fig. 4b). This result indicated that the different methylation levels of gene body regions may play an important role in regulating gene expression relevant to the different biological processes between oxidative and glycolytic skeletal muscles.

DNA methylation is generally associated with the regulation of gene expression, particularly when it occurs at promoter regions^31^. To investigate the potential function of genes with differential methylation statuses in promoter regions, we performed an enrichment analysis using DAVID software. The 10 most significantly over-represented gene ontology (GO) categories were related to GTPase regulator activity and the intracellular signaling cascade (Fig. 4c). GTPases, including heterotrimeric and small GTPases, act as the essential regulatory switch in the modulation of intracellular signaling^32^. The small GTPase superfamily is classified into six subfamilies (Ras, Rac, Rho, Rab, Arf, and Ran) on the basis of their distinct functions, which regulate key cellular processes such as signal transduction, cell proliferation and cell motility^33^,^34^. These proteins function in a highly coordinated manner through signaling cascades and feedback loops involving kinases and phosphatases^35^. In the present study, we identified many genes with differential methylation statuses in promoter regions between oxidative and glycolytic skeletal muscles. These genes were enriched in the intracellular signaling cascade pathway mediated by the Ras, Rab and Rho subfamilies of small GTPase (Supplementary Table S6). Previous studies have reported that the Rab subfamily of the small GTPase activating protein TBC1D1 plays a role in the regulation of insulin tolerance, glucose utilization and glucose transport in skeletal muscle^36^. Some other small GTPase subfamilies (Rac, Rho) have also been reported to be related to the skeletal muscle signaling pathway, development and metabolism^37^,^38^. These results indicate that the differentially methylated genes related to the GTPase regulator activity pathway were the major factor that induced the different phenotypic traits between oxidative and glycolytic skeletal muscles.

Although transcriptional silencing in mammals is often associated with promoter methylation, many previous studies have demonstrated that DNA methylation in intragenic regions can alter chromatin structure and Pol II elongation efficiency in mammals and thereby influence gene expression^39^. Therefore, we performed a function enrichment analysis of genes with DMRs located in their intragenic regions. The results indicated that gene-body differently methylated genes were significantly enriched for the processes ‘ATP binding’ (368 genes, *P* = 1.83E-18), ‘protein kinase activity’ (166 genes, *P* = 9.83E-12), ‘phosphorylation’ (199 genes, *P* = 4.68E-10) and ‘phosphatidylinositol signaling system’ (30 genes, *P* = 5.12E-6). (Supplementary Fig. S5 and Supplementary Table S7). In the signaling pathways, one of the major regulatory components is the phosphorylation-dephosphorylation cascade mediated by kinases and phosphatases^40^, which, along with the phosphatidylinositol signaling system and GTPase activity pathway, contribute to the specificity of cellular responses to receptor stimulation by dynamic extracellular signaling^41^. These results indicated that the different intracellular processes between oxidative and glycolytic muscles were tightly regulated by extracellular signaling receptors, thereby leading to distinct downstream signaling networks. For example, oxidative muscles have a higher capillary density than glycolytic muscles, thus resulting in a greater oxygen and blood glucose supply than that in glycolytic muscle^42^. There are also different motor units in the muscles, and these units relate to different characteristics of neuronal cells, such as cell size, axonal diameter and conduction velocity^43^,^44^.

### Gene expression profiling and integration of DNA methylation data with expression data

To obtain high-confidence gene expression data from the microarray experiments, we mapped 43,603 probes (60 mer in length) to the pig reference genome, which produced 4,983 probes uniquely mapped to exons of Ensembl genes. 

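RNA from LDM and PMM of pigs slaughtered at 210 days of age was labelled with Cy3 and hybridized to one-colour Agilent arrays, with 3 arrays for LDM and 3 for PMM. Each array carried 43603 probes besides the controls, and all 43603 were 60 bases long. The authors deposited the spot intensities given by Agilent Feature Extraction 10.5.1.1, which subtracts the local background and corrects spatial trends but does not normalize between arrays. The value table of the whole series held the same intensities, with differences of at most 0.005 units. The 75th percentile of the intensity was 679, 883 and 658 units on the arrays of LDM replicates 1, 2 and 3. On the arrays of PMM replicates 1, 2 and 3 it was 595, 794 and 684 units. Spots well above the background made up 72.4%, 68.8% and 58.5% of each LDM array and 60.1%, 66.8% and 62.5% of each PMM array, in the order of the replicate numbers. No spot was saturated, and the 6 to 161 outlier spots per array were left out. Starting from these intensities, the log2 of each value minus the 75th percentile of its array was used as the normalized signal. Probes that were well above the background on all 3 arrays of either muscle were kept, which left 25835 probes. Differences between PMM and LDM were tested with limma 3.58.1 and Benjamini-Hochberg adjustment, two-sided, and all fold changes are given as PMM over LDM. The mapping of the probes to the genome was not repeated here. Gene names were taken from RefSeq accessions for 3071 probes, from gene numbers for 1230 probes and from the names in the files for the others, which named 5806 probes of 4047 genes. For a gene with several probes, the one with the highest mean signal over the 6 arrays was used, which left 3284 genes to test. Arrays with the same replicate number were scanned on the same day. The arrays of replicate 1 lay on different slides, whereas LDM replicate 2 shared a slide with PMM replicate 2 and LDM replicate 3 with PMM replicate 3. The number of arrays limits the precision of every value.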

We then integrated the results from the expression data with the DNA methylation data. According to the correlation analysis of DMR-mRNA pairs (Fig. 5), there were negative correlations between methylation levels in the promoter and gene body regions and gene expression (*r* = − 0.513, *P* = 5.71 × 10^−14^; *r* = − 0.256, *P* = 3.186 × 10^−6^; respectively). This finding is in agreement with results from previous reports indicating that DNA methylation impedes transcriptional elongation^31^,^39^,^45^,^46^. Nevertheless, there were only 617 genes located in DMRs that were differently expressed between LDM and PMM (Supplementary Table S8). 

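The copy of Supplementary Table S5 used here was truncated and held 1806 of the 15633 DMRs that the paper reports. Of these, 687 lay in a promoter or gene body. Among their genes with a tested probe, 7 had a DMR in the promoter and 77 in the gene body. For each gene, the mean MeDIP read depth in PMM minus that in LDM was set against the log2 fold change of the mRNA. Across genes, Pearson's r was -0.13 for the 7 promoter genes and -0.22 for the 77 gene body genes. No test was run, because the table was incomplete and genes are not independent replicates. In 6 of the 7 promoter genes and 41 of the 77 gene body genes, methylation and expression differed in opposite directions between the muscles. Taken for each replicate number separately, r was 0.56, -0.35 and -0.38 for the promoter genes and -0.01, -0.26 and -0.25 for the gene body genes. The promoter value thus varied more between replicate numbers (SD 0.53) than it differed from 0. The alternative that moved the promoter value most was the log2 ratio of the mean read depths in place of their difference, which gave -0.41. Its sign changed under normexp background correction (0.13), without PMM replicate 2 (0.060) and without PMM replicate 3 (0.093). For the gene body genes r was -0.057 without LDM replicate 3.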

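Over all genes with a name, and not only those in DMRs, 0 of 3284 genes passed an adjusted p of 0.05 in limma. An unadjusted p under 0.05 was reached by 122 genes, where chance alone gives 164. Among all probes, 8 of 25835 passed the adjusted threshold, 3 of them higher and 5 lower in PMM, and none of the 8 had a gene name. At an unadjusted p under 0.05 there were 679 probes, where chance alone gives 1292. The 3 PMM values lay entirely above or below the 3 LDM values for 235 genes, which is 7.16% of those tested, whereas chance gives 10%. These chance values assume independent arrays, but arrays with the same replicate number deviated together in the 2 muscles (r from 0.56 to 0.70). An effect shared in this way lowers counts that ignore it. Counts under chance therefore do not argue against a difference between the muscles. Among the alternatives that change a single choice, the replicate number as a block moved the count of genes most. With this replicate block, 214 genes were called, 133 higher and 81 lower in PMM, and 627 genes had an unadjusted p under 0.05. The block also raised the number of called probes to 17, of which 8 were higher and 9 lower in PMM, with 2857 probes at an unadjusted p under 0.05, and 7 of the 8 probes called without it were among them. Without the block, 1 probe was called without LDM replicate 2, 1 without PMM replicate 1 and 0 without any other array. When the block was combined with quantile normalization, a combination chosen after seeing the data, 0 genes and 0 probes were called. Even so, 653 genes had an unadjusted p under 0.05 in that fit. The block without replicate 1, 2 or 3, chosen likewise, called 140, 140 and 0 genes. Among the 84 genes with a DMR in the part of Supplementary Table S5 used here, 0 were called without the block and 4 with it. Of these 4 genes, 3 differed in methylation and expression in opposite directions and 1 in the same direction.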

The results showed that 340 genes displayed a negative correlation, and 277 genes showed a positive correlation with mRNA expression and methylation levels. According to GO analysis, some phosphorylation (36 genes, *P* =1.25 × 10^−3^), protein kinase activity (29 genes, *P* = 1.33 × 10^−3^) and calcium ion binding (38 genes, *P* = 2.75 × 10^−3^) processes were enriched in the hypomethylated and overexpressed (or vice versa) genes between LDM and PMM (Table S9). Interestingly, oxidative phosphorylation and protein kinase activity (such as AMP-activated protein kinase) play an important role in glucose uptake and the glycolytic metabolism of skeletal muscle^36^,^47^. The calcium ion binding pathway controls the successive rise and fall of cytosolic Ca^2+^ and regulates the contraction and relaxation of muscle cells^48^. For example, *HK-2*, a key gene involved in these processes, plays an important role in encoding the first rate-limiting enzyme catalyzing the glycogen degradation reaction through glycolysis. It has previously been reported that *HK-2* is positively correlated with glycolytic potential and is less strongly expressed in slow-oxidative-type muscle^49^, a result consistent with the present findings that the high methylation status of *HK-2* resulted in lower mRNA expression levels in PMM (Fig. 5c). 

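HK2 was measured by 1 probe (A_72_P071346), which was well above the background on all 6 arrays. The median intensity of the replicate 2 and 3 arrays was 96 and 62 units in LDM and 90 and 74 in PMM. This dim probe gave 87 and 83 units there in LDM and 110 and 71 in PMM. Its normalized log2 signal was -2.52 ± 1.13 (SD, n = 3) in LDM and -2.41 ± 1.14 (SD, n = 3) in PMM. The log2 fold change was 0.11 (standard error 0.70, adjusted p = 0.999 from limma). An exact two-sided permutation test of the 3 PMM against the 3 LDM values gave p = 0.70, and 0.1 is the smallest p that 3 against 3 allow. The individual signals were -1.23, -3.34 and -2.99 in LDM replicates 1, 2 and 3, and -1.12, -2.86 and -3.26 in PMM replicates 1, 2 and 3. In each muscle the array of replicate 1 was 3.83-fold above the mean of the arrays of replicates 2 and 3, so the spread between replicates exceeded the difference between the muscles. PMM was higher than LDM in 2 of the 3 pairs of arrays with the same replicate number. With the replicate number as a block, the standard error of the log2 fold change was 0.20 (adjusted p = 0.853 from limma). Leaving out 1 array changed the direction in some fits, but it also leaves an array without its partner of the same replicate number. The log2 fold change was -0.30 without LDM replicate 2, -0.13 without LDM replicate 3 and -0.54 without PMM replicate 1. Under normexp background correction it was -0.022. The methylation of HK2 was not analysed here, since no DMR of this gene was in the part of Supplementary Table S5 used. The paper states that the high methylation of HK-2 resulted in a lower mRNA level in PMM (Fig. 5c), and its text does not name the assay behind the expression values of that figure.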

The phosphatase activities of PFKFB4 play important roles in increasing glucose uptake and glycolytic flux to lactate, thereby resulting in response to hypoxic environments^50^. This result also supports the possibility that the high expression of *PFKFB4* in LDM is an adaptation to anaerobic metabolism (Fig. 5c). Therefore, these biological processes are strongly linked to the differences in energy metabolism and contraction type between oxidative and glycolytic skeletal muscles.

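The probe of PFKFB4 (A_72_P317913) was well above the background on all 6 arrays. The normalized log2 signal of this gene was -2.24 ± 0.76 (SD, n = 3) in LDM and -2.39 ± 0.49 (SD, n = 3) in PMM, so that LDM exceeded PMM 1.11-fold. The log2 fold change of -0.15 (standard error 0.45, adjusted p = 0.999 from limma) was smaller than the spread between replicates. In the exact two-sided permutation test p was 0.80. LDM was higher in 2 of the 3 pairs of arrays with the same replicate number, with PMM minus LDM at -0.37 for replicate 1, 0.16 for replicate 2 and -0.25 for replicate 3. Without LDM replicate 1 the log2 fold change was 0.18, and without PMM replicate 2 it was 0.11.

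**Figure D1:**
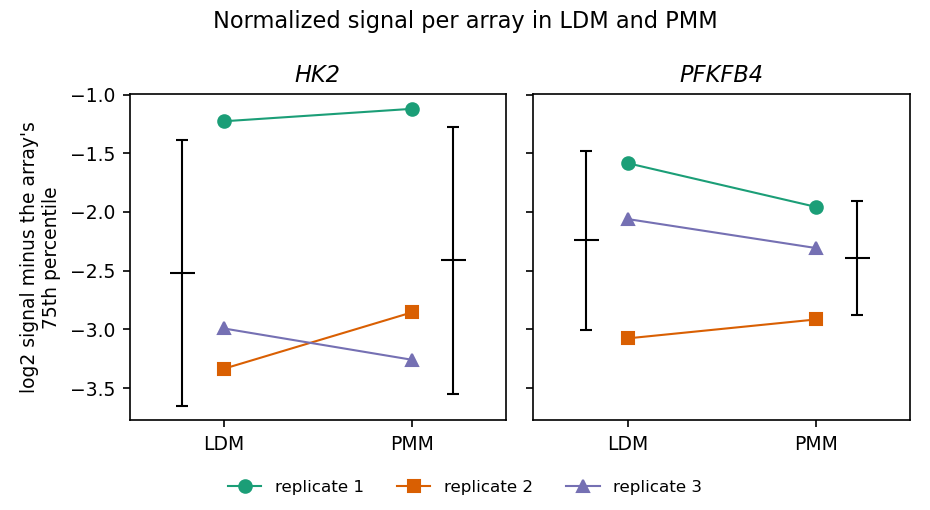
Normalized signal of HK2 and PFKFB4 on each array, as log2 of the intensity minus the 75th percentile of the array. Each point is an array, lines join the arrays of LDM and PMM with the same replicate number, and the bars beside them are the mean and SD of 3 arrays, which for HK2 are -2.52 ± 1.13 in LDM and -2.41 ± 1.14 in PMM.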

We then performed q-PCR to validate the high throughput sequencing results. The expression patterns of six randomly selected genes were measured by q-PCR and compared with data from the microarray experiments. The results showed that the gene expression levels were highly consistent between the two methods (Supplementary Fig. S6). The reproducibility and reliability of the microarray libraries were analyzed by differential gene expression using hierarchical clustering. As shown in Fig. 5d, the three biological replicates of each sample were highly correlated with each other, and all the three libraries of each sample could be clearly assigned to one group. These results confirm the high reproducibility and reliability of the gene expression profiling in the present study.

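Over the 25835 detected probes, Pearson's r between arrays of the same muscle ranged from 0.941 to 0.974, with a mean of 0.964. Between arrays of different muscles it ranged from 0.945 to 0.992, with a mean of 0.967. The nearest array to each of the 6 arrays was the array of the other muscle with the same replicate number, at r = 0.974 for replicate 1, 0.992 for replicate 2 and 0.980 for replicate 3. Average-linkage clustering with the distance 1 - r therefore joined the arrays by replicate number and did not part the muscles. Over the 8 called probes alone, r averaged 0.974 within a muscle and 0.300 between muscles, and the tree parted LDM from PMM. These 8 probes had been selected for their difference between the muscles.

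**Figure D2:**
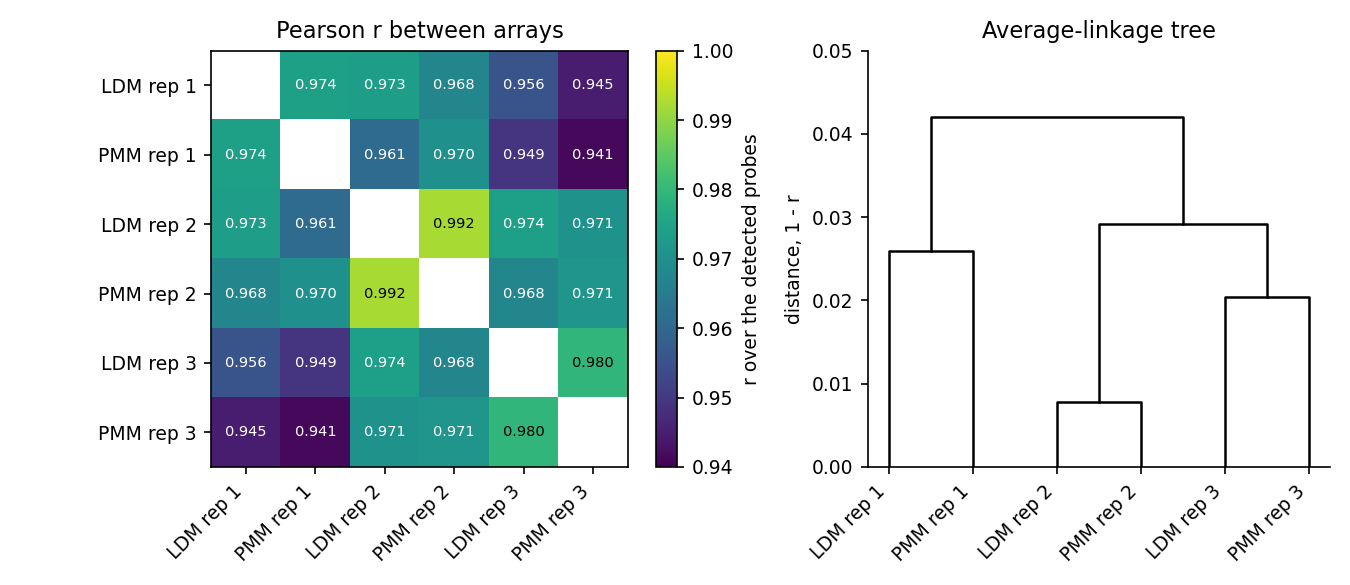
Pearson's r between the 6 arrays over the 25835 detected probes (left) and the average-linkage tree with the distance 1 - r on its vertical axis (right). Arrays with the same replicate number join first, LDM replicate 2 and PMM replicate 2 at r = 0.992.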

### microRNA expression profiling and the relationship of microRNA expression to mRNA transcription and DNA methylation

microRNA (miRNA) is an important epigenetic factor that regulates gene expression at the post-transcriptional level. We measured the global miRNA expression profiles in the same pooled RNA samples from LDM and PMM, by using transcriptome-seq. A total of 175 miRNAs (out of 668 unique miRNAs) were differentially expressed between PMM and LDM (Fig. 6a and Supplementary Table S10). Interestingly, it has previously been reported that miR-126 and miR-10b promote blood vessel formation by repressing the expression of *Spred-1* and *HoxD10*, respectively^51^,^52^. The high expression of miR-126 and miR-10b in PMM was in accordance with the higher capillary content of PMM with respect to LDM. Additionally, we have also found that the miRNAs involved in reducing hypoxic damage (miR-100 and miR-199a) and promoting slow muscle formation (miR-499 and miR-208b) are highly expressed in PMM^53^,^54^. These results partly revealed the epigenetic mechanism of the different metabolic activities and histological characteristics of the two muscle tissues.

The integration of miRNA expression data with mRNA expression profiling is useful in identifying and evaluating the effects of miRNA in regulating gene expression by inducing target mRNA degradation or translational inhibition. We therefore investigated the relationship between differences in miRNA expression between LDM and PMM and the mRNA expression levels of their potential target genes. We identified 408 and 1,232 down-regulated target genes for the up-regulated miRNAs in LDM and PMM, respectively. All the genes were significantly enriched in 373 GO terms from the biological processes analysis (Supplementary Table S11; *P* < 0.01), among which the main significantly enriched terms were intracellular signaling cascade (122 genes, *P* = 2.99 × 10^−4^), blood vessel development (17 genes, *P* = 2.33 × 10^−4^) and response to oxidative stress (29 genes, *P* = 1.28 × 10^−5^) in the reverse correlative miRNA-mRNA pairs.

Furthermore, DNA methylation in the promoters of miRNAs can also regulate miRNA transcriptional levels and lead to changes in the expression of target genes^55^. We took the site 2 kb upstream of the promoter region of miRNA and performed a correlation analysis of the depth of methylated reads and the miRNA expression levels. There was a negative correlation between methylation levels in the promoters of miRNAs and the miRNA expression levels (*r* = −2.19, *P* = 5.32 × 10^−17^; Supplementary Fig. S7), in agreement with previous studies on bovine muscle tissue^56^. However, between LDM and PMM, there were only five miRNAs that exhibited different methylation levels in their promoter regions, including miR-378, miR-181c, miR-181d, miR-139 and miR-216 (Supplementary Table S5). Interestingly, miR-378 was the second highest expressed miRNA both in LDM and PMM, but had lower methylation levels and higher expression levels in PMM. This result was confirmed in a BSP (Fig. 6b). Previous studies have reported that miR-378 regulates mitochondrial metabolism, systemic energy homeostasis and myoblast differentiation^57^,^58^. 

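SUFU, the gene of suppressor of fused homolog, was measured on the arrays by 1 probe (A_72_P157051), named here from its description in the files. It was well above the background on all 6 arrays. The normalized log2 signal was -1.64 ± 0.59 (SD, n = 3) in LDM and -1.96 ± 0.71 (SD, n = 3) in PMM, which made LDM 1.25-fold higher. The log2 fold change of -0.32 had a standard error of 0.45 and an adjusted p of 0.999 in limma. Every PMM array lay below the LDM array with the same replicate number, by -0.35 for replicate 1, -0.12 for replicate 2 and -0.49 for replicate 3. An exact two-sided test that flips the signs of these 3 differences gave p = 0.25, the smallest p that 3 pairs allow. Without PMM replicate 3 the log2 fold change was 0.084. The paper's text does not name the assay behind the expression values of Fig. 6d.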

Lee *et al*. (2007) have found that miR-378 promotes angiogenesis by targeting SuFu and Fus-1 expression^59^; these findings are consistent with the present results showing lower expression of SuFu and Fus-1 in PMM (Fig. 6d). Highly methylated miR-378 in PMM, compared with LDM, may promote the growth of capillaries and mitochondrial oxidative metabolism. Additionally, the expression of miR-378, mediated by its promoter methylation status, has also been verified in cell levels^60^. Thus, the chain of methylation-miRNA-mRNA is an important molecular mechanism regulating biological function in muscles.

## Conclusions

In summary, the present study provides a comprehensive analysis of genome-wide DNA methylation and its relationship with mRNA and the miRNA transcriptomes in oxidative and glycolytic skeletal muscles. We identified differences in the DNA methylation between the two types of muscle, particularly in gene body regions. Furthermore, numerous differentially methylated genes that exhibit close relationships with the distinct phenotypic traits of oxidative and glycolytic muscle were identified. These genes mainly function in ATP binding, calcium ion binding, glycolysis metabolism and angiogenesis, thus revealing the different molecular mechanisms of metabolic activities and histological characteristics between oxidative and glycolytic muscle. This integrated analysis should serve as a valuable resource for further muscle development studies.

## Additional Information

**Accession codes:** All the high-throughput sequencing data have been deposited in NCBI’s Gene Expression Omnibus under GEO Series accession numbers GSE81766.

**How to cite this article**: Shen, L. *et al*. Genome-wide landscape of DNA methylomes and their relationship with mRNA and miRNA transcriptomes in oxidative and glycolytic skeletal muscles. *Sci. Rep.* **6**, 32186; doi: 10.1038/srep32186 (2016).

## Supplementary Material

Supplementary Table S5-S11

Supplementary Information

## Figures and Tables

**Figure 1:**
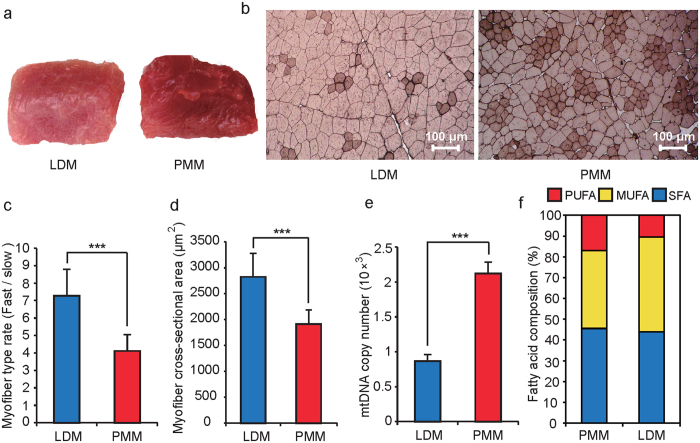
Phenotypic differences between *longissimus dorsi* muscle (LDM) and *psoas major* muscle (PMM). (**a**) The color of fresh samples of LDM and PMM. (**b**) ATPase staining of slow-twitch Type I MHCs (dark color) and fast-twitch Type II (light color) for LDM and PMM cross-sections. (**c**) Differences in the myofiber rate (Fast/slow) between LDM and PMM. (**d**) The mean myofiber cross-sectional area of LDM and PMM. (**e**) Mitochondrial DNA copy number per cell in LDM and PMM. MtDNA: Mitochondrial DNA. (**f**) The composition of fatty acids in PMM and LDM. SFA, MUMUFA and PUFA represent saturated, monounsaturated, and polyunsaturated fatty acid, respectively. Data are means ± SD. Statistical significance was calculated by Student’s t-test (n = 3 per individual). *** denotes significant differences at *P* < 0.001.

**Figure 2:**
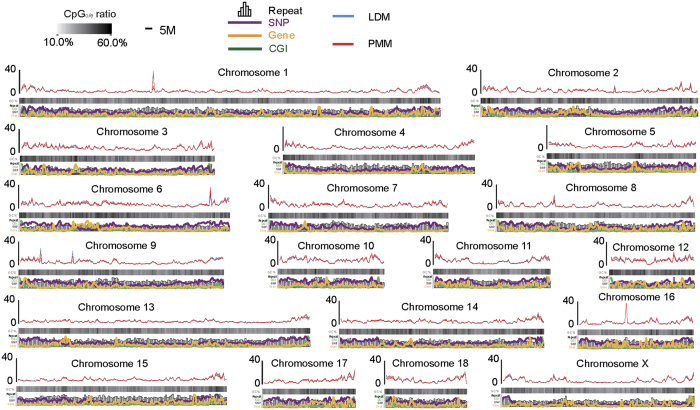
Genome-wide distribution of DNA methylation levels in pig chromosomes. The read depth was normalized to the overall average number of reads in each group. The CpGo/e ratio, SNP density, numbers of genes, repeats and CGIs were all calculated over 1-Mb sliding windows.

**Figure 3:**
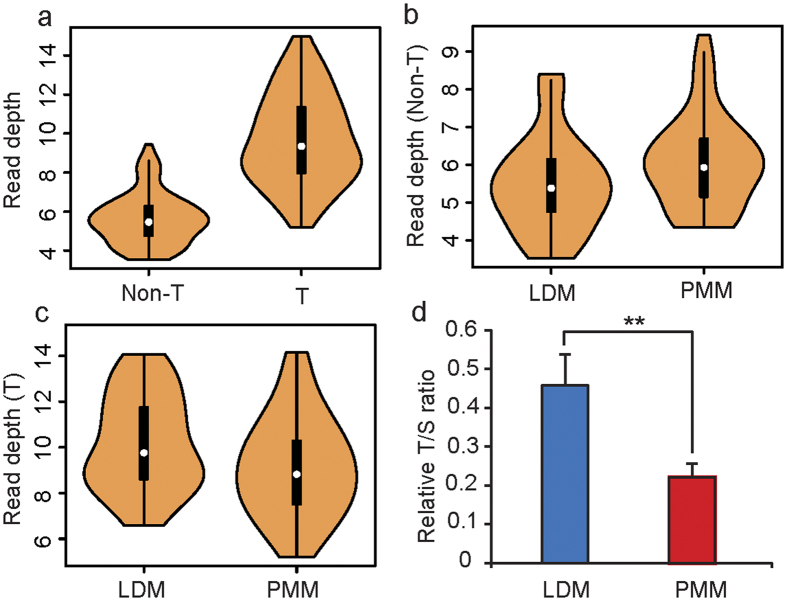
Comparison of the methylation levels between LDM and PMM across chromosomes. (**a**) Methylation levels in subtelomeric (T) and non-subtelomeric regions (Non-T) in each chromosome. Methylation levels in non-subtelomeric regions of LDM versus PMM (**b**) and methylation levels in subtelomeric regions of LDM versus PMM (**c**) in pig chromosomes. (**d**) The T/S ratio (telomere signal versus the signal of the single-copy gene) reflects the relative telomere length in LDM and PMM.

**Figure 4:**
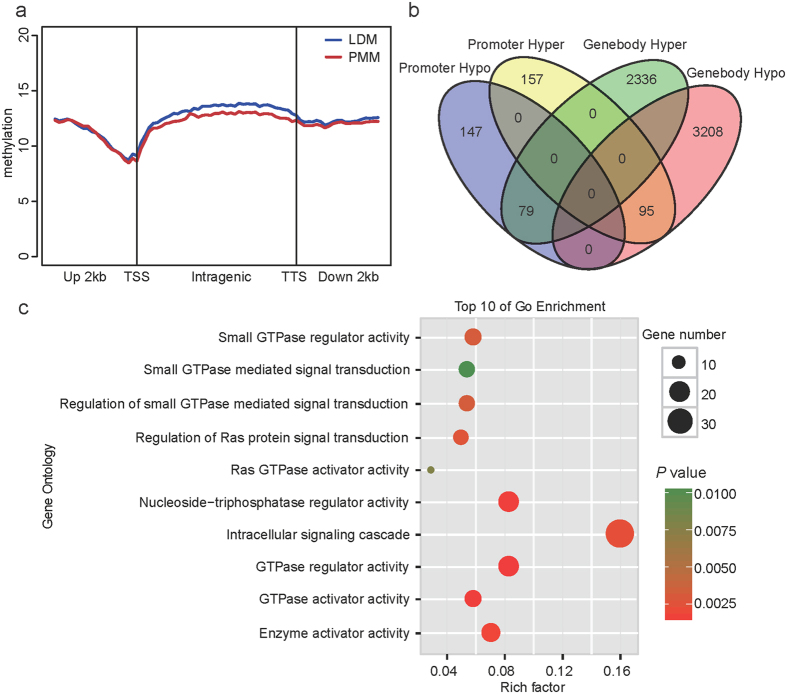
Genome-wide distribution of DMRs and function enrichment analysis. **(a)** Distribution of MeDIP-Seq reads in the gene region. The x axis indicates the position around the gene element, and the y axis indicates the normalized read number. **(b)** Venn diagram of the numbers of DMRs located in the promoters and gene bodies. **(c)** Gene Ontology (GO) categories enriched for DMRs located in the promoter regions; the top 10 GO terms are listed. The *P* values were calculated using Benjamini-corrected modified Fisher’s exact test.

**Figure 5:**
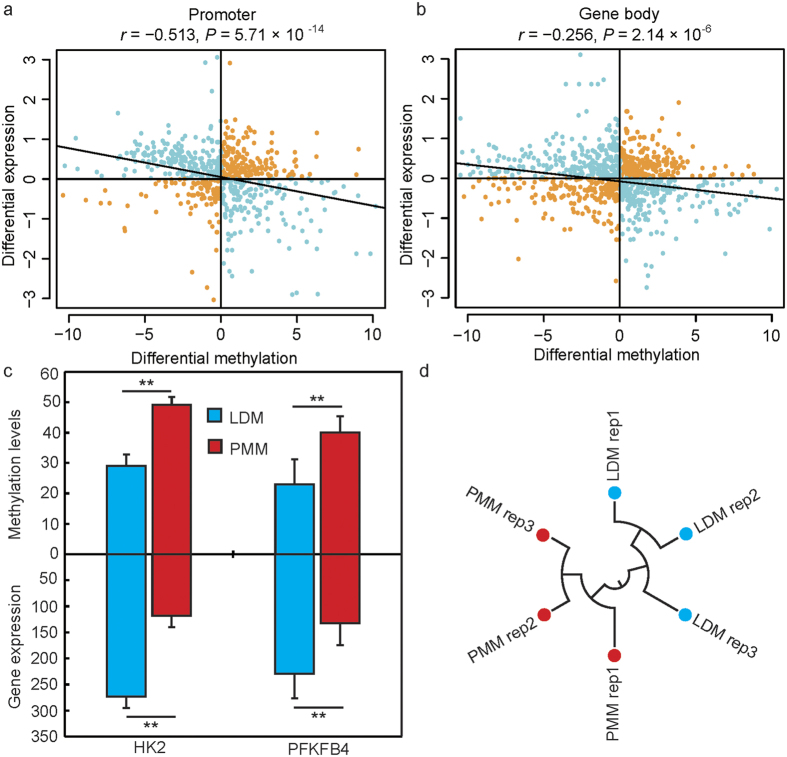
Correlation of gene expression levels with methylation profiles. Pearson’s correlation of the methylation levels of the promoter (**a**) and gene body regions (**b**) and mRNA expression. (**c**) The different methylation status and mRNA expression levels of genes related to glycolysis. *HK2*: Hexokinases 2; *PFKFB4*: 6-phosphofructo-2-kinase/fructose-2, 6-bisphosphatase 4; ** statistical significance at *P* < 0.01. (**d**) Hierarchical clustering of samples by using differentially expression genes for biological reproducibility analysis.

**Figure 6:**
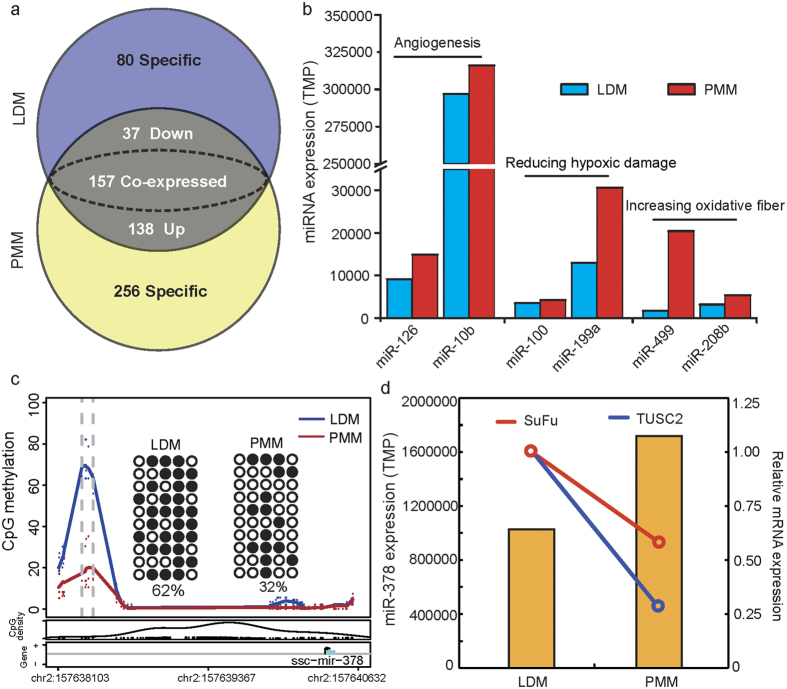
Integration analysis of microRNA expression and methylation profile. (**a**) Venn diagram of the miRNA expression profile in LDM and PMM; (**b**) Differentially expressed miRNAs involved in angiogenesis, reduced hypoxic damage and increased oxidative fiber composition; (**c**) Methylation levels of the miR-378 promoter detected by MeDIP-seq and BSP; (**d**) Expression levels of miR-378 and its target genes in LDM and PMM; *SuFu*: suppressor of fused; *TUSC2*: tumor suppressor candidate 2.

How the deposited data were processed for this re-analysis (not part of the article)

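Gene expression was measured in LDM and PMM of female Landrace pigs at 210 days of age, with 3 one-colour Agilent arrays per muscle. The MeDIP-seq and miRNA data were not used here, apart from the read depths of the part of Supplementary Table S5 that was at hand. The labels of the samples and the paper both name the muscles, but the text of the labels on RNA extraction speaks of adipose tissue. The samples were taken as muscle, as in the paper. On LDM replicate 3 the normalized log2 signal of ALB, the albumin gene, was 3.28, against -3.95 to -3.04 on the other arrays. That of APOC3 was 1.52 there, against -2.06 to -1.50. These 2 genes were picked after their values were seen, and whether RNA of another tissue was on that array was not tested.

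The authors deposited linear spot intensities, made with Agilent Feature Extraction 10.5.1.1 from the Cy3 channel. That program subtracted the local background, corrected spatial and multiplicative trends and marked spots as outliers, as saturated or as well above the background. The deposited intensities were not normalized between arrays, and the paper refers to an earlier report for the workflow of the arrays and names the MultiExperiment Viewer for differential expression. Its text gives no normalization or test itself, and that report was not used here. Between 25630 and 31707 spots per array were well above the background. No spot was saturated.

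From there, control spots and spots marked as outliers were left out, repeated spots of a probe were averaged, and log2 of the processed intensity minus the 75th percentile of the array was taken. A probe entered the test when it was well above the background on all 3 arrays of either muscle and had at least 2 values per muscle. Probes were named through RefSeq accessions and gene numbers in a table of the Sscrofa11.1 assembly, from which only names were used, and otherwise by the name in the files. Of 2163 probes with both an accession in that table and a symbol in the files, 412 carried another symbol in the files. Of the 43603 probes, 37797 had no name, and those of them that met the condition on detection stayed in the test of probes. The mapping of probes to the pig genome that the paper describes was not repeated here, so the genes tested are not the same set as the paper's.

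PMM and LDM were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05, over probes and, with the brightest probe of each gene, over genes. Single genes were also compared by exact permutation of the 6 arrays, for which 0.1 is the smallest p possible. Gene lists were tested with camera at a preset correlation of 0.01 between genes, and with fry. The lists covered slow fibre, fast fibre, fast oxidative fibre, oxidative phosphorylation, tricarboxylic acid cycle and fatty acid oxidation, glycolysis, oxygen supply and capillaries, adipocyte, erythrocyte and positional development genes. Lists with fewer than 3 tested genes were not tested, which left 7 lists. The list tests used genes with a value on all 6 arrays, which left 11 of the 12 detected genes of the tricarboxylic acid cycle and fatty acid oxidation list.

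The lists, the rule for the genes to be named and the alternatives to single choices were set before the data were examined. The genes to be named were those that the paper names for expression and its q-PCR reference genes, up to 5 genes in each direction with the largest change among those called, with no overlap between the muscles and well above the background on all arrays, and up to 3 genes of each list with the largest absolute change. No gene met the second condition, because limma called 0 genes. Of the paper's genes, HK2, PFKFB4, SUFU, ACTB and TOP2B had a probe, and no probe was matched to SPRED1, HOXD10, TBC1D1 or TBP.

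Whether replicate numbers pair the arrays was checked from the values. The deviations of each array from the mean of its muscle correlated at 0.62 for replicate 1, 0.70 for replicate 2 and 0.56 for replicate 3 between the muscles. Between arrays of different numbers these correlations ranged from -0.54 to -0.01, but deviations from a mean of 3 arrays sum to 0, so these are no independent baseline. Differences between arrays of a muscle that share only 1 replicate number with those of the other muscle correlated between -0.048 and 0.52. The paper took both muscles from each of 3 pigs, but its text does not say that a replicate number stands for a pig. By the rule set beforehand, that every pair exceed 0.1, the numbers were taken to pair the arrays, and the fit with the number as a block is given where it changed a call. Replicate number and scan day coincided.

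The test was run first on simulated data in which 200 genes or probes had been changed by known amounts. Without the block, limma called 62.5% of the changed genes among 3274 simulated genes, and 91% of those changed at least 4-fold, with 0 unchanged genes called. For probes it called 48% of the changed ones among 25725, with 1 unchanged probe called. With the block it called 98.5% of the changed genes together with 16 unchanged ones, and 76% of the changed probes together with 17 unchanged ones. These rates hold for 200 changed genes with noise drawn separately for each gene, and need not hold for the real arrays. There, without the block, changes of at least 4-fold were not called. Among them were FABP3 (2.16 on the log2 scale, adjusted p = 0.588 from limma) and ANKRD1 (-3.01, adjusted p = 0.847).

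The alternatives were quantile normalization, median centring, the 75th percentile over probes detected on all arrays, scaling to reference genes, normexp background correction with an offset of 50, no filter or a stricter filter on detection, outlier spots kept, the values of the series table, the replicate number or the slide as a block, the trend and robust options of eBayes, the mean of all probes of a gene, other thresholds, an estimated correlation in camera, another linkage, and leaving out each array in turn. Scaling to reference genes used ACTB and TOP2B, because TBP had no probe.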

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

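In this part, the comparison of the number of called probes with other splits of the arrays, the comparison of slow with fast fibre genes and the use of fry with the replicate block were tests chosen after the result was seen.

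limma called 8 probes at an adjusted p under 0.05 that carry no gene name in the tables used here, so they could not be matched to any gene that the paper discusses. The 4 probes named here were chosen after their values were seen. A_72_P097216 (adjusted p = 0.047) was well above the background on 1 of 3 LDM arrays and on 3 PMM arrays, and was at least 34.6-fold higher in PMM. A_72_P126476 was higher in PMM by 4.45 on the log2 scale, at 1.03 ± 0.89 (SD, n = 3) in LDM and 5.48 ± 0.42 (SD, n = 3) in PMM. A_72_P353628 was not well above the background on any PMM array and was at least 25.9-fold higher in LDM, and A_72_P154571, also not well above the background in PMM, was at least 6.58-fold higher in LDM. These bounds set the mean of the brighter muscle against, for each array of the dimmer one, the higher of the probe's own signal and the lowest signal well above the background.

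The real split of the 6 arrays was 1 of 10 splits that called as many probes, and the other splits called 0. As 3 against 3 arrays make 10 splits, chance cannot be excluded. The adjusted p of the 8 probes lay between 0.0467 and 0.0499. The number of called probes was 0 when outlier spots were kept, 0 with the 75th percentile over probes detected on all arrays, 0 without the filter on detection, 7 with quantile normalization and 9 with median centring. It was 1 without LDM replicate 2, 1 without PMM replicate 1 and 0 without any other array. Whether these probes pass thus depends on the normalization, on the filter and on each array. A difference between the muscles themselves stays open and was not tested further, since what the probes detect is not known here.

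Of 7 gene lists that the paper did not analyse, camera called 4, all with higher expression in PMM. Genes of the tricarboxylic acid cycle and fatty acid oxidation had a median log2 fold change of 0.66 over 11 genes (camera, adjusted p = 1.2e-07), with all 11 genes higher in PMM. Slow fibre genes had a median of 0.54 (8 genes, adjusted p = 2.0e-06, 8 higher in PMM). Oxygen supply and capillary genes had a median of 0.43 (10 genes, adjusted p = 4.6e-05, 10 higher), and oxidative phosphorylation genes one of 0.53 (6 genes, adjusted p = 3.5e-04, 6 higher). The list of fast fibre genes did not pass (median 0.02, adjusted p = 0.85), nor did glycolysis (median -0.11, adjusted p = 0.25) or adipocyte genes (median -0.32, adjusted p = 0.39). The glycolysis list holds HK2 and PFKFB4, the 2 genes of it that the paper picked. The test used the 11 genes of the first of these lists that had a value on all arrays. All 4 lists passed with the replicate block in camera. Oxidative phosphorylation did not pass without LDM replicate 3 (adjusted p = 0.060) or without PMM replicate 1 (adjusted p = 0.070), and oxygen supply and capillaries did not pass without PMM replicate 3 (adjusted p = 0.054). The median of oxidative phosphorylation was 0.24 without PMM replicate 1, that of oxygen supply and capillaries 0.12 without LDM replicate 1 and 0.75 without LDM replicate 3, and that of slow fibre genes 0.85 without LDM replicate 1. Over all alternatives the adjusted p of the oxidative phosphorylation list and of the oxygen supply and capillary list ranged from 1.5e-05 to 0.27 and from 5.9e-07 to 0.25. None of the 7 lists passed under fry (lowest adjusted p 0.31) or with the correlation between genes estimated from the data (lowest adjusted p 0.25).

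No single gene of these lists was called by limma over all genes tested. Adjusted over the list alone, 1 gene of the tricarboxylic acid cycle and fatty acid oxidation list was called and 0 of the other lists. With the replicate block, 6 genes of that list were called over all genes and 9 adjusted over the list alone. For slow fibre genes these numbers were 3 and 5, for oxidative phosphorylation 1 and 6, for oxygen supply and capillaries 2 and 4, for adipocyte genes 5 and 6, and 0 and 0 for both fast fibre and glycolysis. FABP3 had the largest change, with a log2 fold change of 2.16 (standard error 0.46, adjusted p = 0.588 from limma, higher in 3 of 3 pairs), and an adjusted p of 9.7e-05 with the block. Over the alternatives its adjusted p ranged from 2.3e-09 to 0.999. MB, which encodes myoglobin, had a log2 fold change of 1.47 (standard error 0.40, adjusted p = 0.988, higher in 3 of 3 pairs) and an adjusted p of 0.0046 with the block, in a range from 0.0046 to 1. CPT1B was higher by 1.15 on the log2 scale, ETFB by 0.94, TNNI1 by 1.03, MYOZ2 by 1.02, TPM3 by 0.93, VEGFA by 0.77 and ATP5A1 by 0.70, and each of these was called with the replicate block. With the slide as a block FABP3, CPT1B and MB were called as well, and no other alternative called any of them. Without PMM replicate 1 the log2 fold change was 0.74 for CPT1B, 0.61 for ETFB, 0.62 for TPM3, 0.50 for VEGFA and 0.32 for ATP5A1, and with the mean of all its probes it was 0.32 for TPM3. ENG at 0.79, COX7A1 at 0.55 and SDHA at 0.53 were not called in either fit. SDHA was 0.19 without PMM replicate 1 and 1.17 with the mean of all its probes. ENG was 0.40 without LDM replicate 1, 1.27 without LDM replicate 3 and 0.47 without PMM replicate 3.

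A lower share of fat or other non-muscle cells in PMM would raise slow and fast fibre genes alike. The mean change of the slow fibre list exceeded that of the fast fibre list in all 3 pairs of arrays, by at least 0.29 and on average by 0.63, which argues against it as the whole cause. Of the 9 adipocyte genes tested, 8 were well above the background on all 6 arrays, so muscle samples express them too. The median of the adipocyte list lay at the percentile of 0.11 among its matched random lists, and its mean change was -0.21, -0.18 and -0.18 in the pairs of replicates 1, 2 and 3. PLIN1, well above the background on 2 of 3 PMM arrays, was at least 1.73-fold higher in LDM, CIDEC changed by -0.86 on the log2 scale and LPL by 1.12, and these were among the 5 adipocyte genes called with the block. Without PMM replicate 1 the change was -0.30 for PLIN1 and -0.37 for CIDEC, the smallest without 1 of the arrays. CIDEC was -1.36 without PMM replicate 2. Under normexp PLIN1 was higher in PMM (0.16). FABP4 changed by 0.10 and ADIPOQ by -0.63, and neither was called with the block. A lower share of fat in PMM therefore stays open as a part of the differences. A trend of the fold change with brightness is argued against by 10000 random lists matched on signal, among which the median of the tricarboxylic acid cycle and fatty acid oxidation list lay at the percentile of 100. The medians of the other called lists lay at 99.95 for slow fibre, 99.95 for oxygen supply and capillaries, and 99.4 for oxidative phosphorylation. Genes that move together within a muscle sample stay open, because fry with the replicate block called 0 lists (adjusted p = 0.070 for slow fibre, oxidative phosphorylation and tricarboxylic acid cycle and fatty acid oxidation genes, 0.178 for oxygen supply and capillaries and 0.065 for adipocyte genes), and 3 of the 10 splits of the arrays called at least as many lists as the real one. Among the 4 splits that part all pairs of arrays, 1 other split called 5 lists. The highest count, 6, came from a split that keeps the arrays of replicates 1 and 2 in pairs and so also compares replicate numbers and scan days. Chance can therefore not be excluded. A difference in fibre composition between LDM and PMM stays among the open explanations and was not tested on other animals. The paper reports such a difference from ATPase staining, with a higher rate of fast fibres in LDM, and also a lower mitochondrial mass in LDM.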

How the results depend on the processing

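The combinations of the replicate block with another choice, and the replicate block without a pair of arrays, were chosen after seeing the data.

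The number of called probes was 8. It stayed within 1.5 times of this with quantile normalization, median centring, the values of the series table and an added limit of a 2-fold change. It was 0 with the 75th percentile over probes detected on all arrays, 0 without the filter on detection, 0 with only probes detected on all 6 arrays, 0 with outlier spots kept, 0 with the trend and robust variance model and 0 at an adjusted p under 0.01. It was 2 after scaling to ACTB and TOP2B, 1 after normexp background correction, 17 with the replicate block and 529 with the slide as a block. Without 1 of the arrays it ranged from 0 to 1. The split of 3 higher and 5 lower became 1 and 1 after scaling to ACTB and TOP2B and 1 and 0 after normexp. The cause was not tested. Normexp also moved the median log2 fold change of all probes from -0.04 to 0.10.

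The number of called genes was 0 and stayed 0 in every alternative without a block, including each array left out in turn. At an unadjusted p under 0.05 these fits gave between 53 and 165 genes. With the replicate block 214 genes were called and with the slide as a block 140, of which 77 were higher and 63 lower. The slide block uses only replicates 2 and 3, since both arrays of replicate 1 lie alone on their slides, and it leaves 1 residual degree of freedom. The scan day as a block is the same fit as the replicate block. The replicate block changed the call of 12 of the genes named from the lists, as given for those lists. Among the 12 were LPL (log2 fold change 1.12, adjusted p = 0.015), PLIN1 (at least 1.73-fold higher in LDM, adjusted p = 0.016) and CIDEC (-0.86, adjusted p = 0.019). Over the alternatives the adjusted p of these 3 genes went up to 1. It also changed the call of the genes that were picked, after their values were seen, as the largest among those called with the block. Besides these, it changed no other call of a named gene or a gene list.

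The counts with the replicate block depended on the other choices in turn. Combined with it, quantile normalization gave 0 probes and 0 genes, scaling to ACTB and TOP2B 0 probes and 0 genes, normexp 0 probes and 0 genes, and no detection filter 0 probes and 0 genes. The 75th percentile over probes detected on all arrays gave 0 probes and 62 genes, median centring 633 probes and 171 genes, the trend and robust variance model 44 probes and 360 genes, and only probes detected on all 6 arrays 14 probes and 237 genes. Of the 214 genes, 146 were shared with median centring, 62 with that percentile, 201 with the trend and robust model and 185 with the stricter filter. At an unadjusted p under 0.05 in limma, the block gave 653 genes with quantile normalization and 814 with the scaling. It gave 505 without the detection filter and 82 under normexp, against 627 with the block alone. Except under normexp, the count of 0 called genes thus did not come with a marked loss of genes at a low unadjusted p. The prior degrees of freedom, limma's weight on the variance shared over genes, were 2.81, 2.95, 3.58 and 8.41 in this order. They were 11.67 with the block alone. The share of called genes that were higher in PMM was 62.1% with the block and 72.6% with that percentile. Without replicate 1 the block called 529 probes and 140 genes, without replicate 2 it called 1 probe and 140 genes, and without replicate 3 it called 0 probes and 0 genes. The cause was not tested.

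HK2 had a log2 fold change of 0.11. Its direction reversed under normexp (-0.022), without LDM replicates 2 or 3 and without PMM replicate 1, and without 1 of the arrays the value ranged from -0.54 to 0.75. PFKFB4 ranged from -0.57 to 0.18 and SUFU from -0.64 to 0.084 without 1 of the arrays, and both reversed there and nowhere else. No alternative brought HK2, PFKFB4 or SUFU past the threshold, and their adjusted p ranged from 0.853, 0.757 and 0.400 up to 1.

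Other reversals concerned genes and lists that were never called in the direction they turned to. ACTB (0.11) was -0.0076 under quantile normalization, -0.073 under normexp and between -0.30 and 0.36 without 1 of the arrays. TOP2B (0.06) was -0.0022 with median centring, -0.027 when scaled to ACTB and TOP2B, -0.080 under normexp and between -0.12 and 0.23 without 1 of the arrays. Under normexp PVALB (0.14) was -0.0205, PLIN1 (lower in PMM otherwise) was 0.16 and MEOX2 (-0.15) was 0.13. Without 1 of the arrays CASQ1 (-0.30) lay between -0.86 and 0.14, PVALB between -0.26 and 0.74, TPI1 (-0.44) between -0.97 and 0.11, and MEOX2 between -0.37 and 0.011. The remaining genes named by the rule kept their direction in all alternatives. Of these, MYH2 (0.49), TNNT3 (0.40), SIM1 (0.44), GPI (-0.71) and ENO3 (-0.38) were not called in any. Neither were the reversing genes besides PLIN1. Without 1 of the arrays MYH2 lay between 0.17 and 0.83, TNNT3 between 0.20 and 0.54 and SIM1 between 0.30 and 0.56. GPI lay between -1.39 and -0.19 there and ENO3 between -0.80 and -0.028. The cause was not tested.

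Camera called 4 lists in most alternatives, 5 under normexp, between 3 and 5 without 1 of the arrays, and 0 with the correlation between genes estimated from the data. Oxidative phosphorylation no longer passed without LDM replicate 3 (adjusted p = 0.060) or PMM replicate 1 (adjusted p = 0.070), nor did oxygen supply and capillaries without PMM replicate 3 (adjusted p = 0.054). Over the alternatives their adjusted p ranged from 1.5e-05 to 0.27 and from 5.9e-07 to 0.25. The test direction of the fast fibre list reversed under quantile normalization (median -0.063), scaling to ACTB and TOP2B (-0.066), normexp (-0.17), no detection filter (0.022) and the mean of all detected probes (-0.033), and its median lay between -0.24 and 0.15 without 1 of the arrays, with a call upward without LDM replicate 1 (adjusted p = 0.035). Glycolysis was called downward under normexp (-0.21, adjusted p = 0.0096), without LDM replicate 2 and without PMM replicate 1. Without 1 of the arrays its median lay between -0.46 and 0.11, and that of the adipocyte list between -0.54 and 0.0235. The adjusted p of fast fibre ranged from 0.035 to 0.957 and that of glycolysis from 0.0039 to 0.76. Median and test differed in sign for fast fibre with median centring, with the slide as a block and without the detection filter, for glycolysis without PMM replicate 3 and for the adipocyte list without PMM replicate 1. The cause was not tested.

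The tree over the detected probes did not part the muscles under any normalization, filter or linkage tried, nor without any single array, with called probes as the exception. The array with the same replicate number was the nearest for 6 of the 6 arrays, but for 4 under normexp, 4 without the detection filter and 5 with outlier spots kept. It was the nearest for 3 arrays without LDM replicate 3 and for 3 without PMM replicate 3. Without any other single array it was so for 4, all that kept a partner. The mean r within muscles minus that between muscles was -0.0032 and changed sign without PMM replicate 3 (9e-04). It was 0.67 over the called probes, which had been selected for that difference. The correlation of methylation and expression over the 84 genes was -0.23 and kept its sign throughout, between -0.34 and -0.079, with the smallest size without LDM replicate 3. That of the 7 promoter genes changed sign under normexp (0.13), without PMM replicate 2 (0.060) and without PMM replicate 3 (0.093). The signal over the background limits what dim probes can show, since between 58.5% and 72.4% of the spots of an array were well above it.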

Differences from the paper's values

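The paper reports 617 genes in DMRs that differed in expression between LDM and PMM. Here limma called 0 genes, over all named genes rather than those in DMRs, and the genes tested are not the same set as the paper's. None of the 21 alternatives set before the data were examined came within 1.5 times of the paper's number, and the highest count, 214, was that with the replicate block. Without adjustment for multiple testing, the replicate block gave 627 genes at a p under 0.05, again over all named genes. Counts within 1.5 times of the paper's, from 505 to 814 unadjusted genes, were also given by 7 combinations with the replicate block that were chosen after seeing the values. How many of the paper's own genes these settings drop was not compared, because the paper's list was not used here.

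For HK2, the paper shows a log2 fold change of about -1.2 in Fig. 5c, read by eye, and its text does not name the assay behind that figure. The value here was 0.11. Of the 19 alternatives set before the data were examined, 3 came within the spread between replicates of the paper's value, namely those without LDM replicate 2 (-0.30), without LDM replicate 3 (-0.13) and without PMM replicate 1 (-0.54). The other 16 alternatives did not, and they lay between -0.022 and 0.75. The spread taken was an SD of 1.14, which includes the difference of replicate 1 from the other replicates. Each of those 3 alternatives leaves an array without its partner of the same replicate number, so that difference enters their values. With the replicate block the value was 0.11 (standard error 0.20). PMM minus LDM was 0.11, 0.48 and -0.27 for replicates 1, 2 and 3, and none of these was near -1.2. The paper gives a significant difference for HK2 and for PFKFB4 in Fig. 5c, from that assay, whereas no alternative called either gene on the arrays here.

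The paper states that the libraries of each muscle fall into a group of their own, from a clustering on differentially expressed genes (Fig. 5d). Here, over all 25835 detected probes, each of the 6 arrays lay nearest to the array of the other muscle with the same replicate number. Over the 8 called probes, the tree parted the muscles. Under other choices over all detected probes the tree did not part them.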

Other observations

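In this part, the tests of the slide and of the day, the comparison of the number of called genes without the block with other splits, the block without a pair of arrays and the clustering on probes selected for each split, were chosen after the result was seen. The genes named as the largest with the replicate block were chosen after their values were seen.

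Arrays with the same replicate number deviated from the mean of their muscle in the same way in LDM and PMM. Because deviations from a mean of 3 arrays sum to 0, these correlations are not independent of each other, and the slide was tested on differences between arrays of a muscle that share only 1 replicate number with those of the other muscle. They correlated at 0.36 and 0.52 for replicate 1, whose arrays lay on different slides. For the numbers that share a slide they correlated at -0.048 and 0.22 (replicate 2) and at 0.22 and 0.49 (replicate 3). A shared slide stays open, because only 1 pair lay on different slides. A brightness-dependent difference in scale between arrays is argued against by quantile normalization, after which the lowest correlation of a pair was 0.58. Noise of dim probes near the background is argued against by the 11855 brighter probes detected on all 6 arrays, among which the lowest correlation was 0.78. The GC content of the probes explained at most 4.14% of the variance of an array's deviations, and the lowest correlation was 0.55 after its trend was taken out. The hybridization or scan day cannot be told apart from whatever else the replicate number stands for, because 0 of the 3 days held arrays of different numbers. A difference between pigs stays open and was not tested, since the paper's text does not say that a number stands for a pig.

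Without a block, 0 genes were called, and all 10 splits of the arrays called at least as many, so this count carries no information on chance. With the replicate block, the real split called 214 genes, and it was 1 of the 4 splits that part all pairs of arrays with a count that high. The other 3 called 0 genes. The splits that keep a pair together also compare replicate numbers and were not run with the block. Without replicate 1, 2 or 3 the block called 140, 140 and 0 genes, with 353, 338 and 582 genes at an unadjusted p under 0.05. The cause was not tested. With 4 splits chance cannot be excluded.

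Of the 214 genes called with the replicate block, 99 were well above the background on all arrays and did not overlap between the muscles. Among these, the largest log2 fold changes upward in PMM were those of FABP3 (2.16), the probe that the files name HOXD10A (2.09), AQP4 (2.06), TNNI3 (1.80) and LGI1 (1.77). The largest downward were those of ANKRD1 (-3.01), TNMD (-2.52), MT1A (-2.12), POSTN (-1.63) and CYP2A19 (-1.59). Their adjusted p with the block ranged from 3.1e-05 for AQP4 to 0.0040 for LGI1, and without the block from 0.588 to 0.999. The probe named HOXD10A was not matched to HOXD10 by the tables used here. Its signal was 1.44 ± 1.01 (SD, n = 3) in LDM and 3.53 ± 0.61 (SD, n = 3) in PMM, and PMM was higher in 3 of 3 pairs.

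The paper relates the redder color of PMM to its myoglobin content. The myoglobin gene MB had a normalized log2 signal of 3.64 ± 0.10 (SD, n = 3) in LDM and 5.11 ± 0.76 (SD, n = 3) in PMM, with an exact permutation p of 0.10, the smallest that 3 against 3 allow. It was 2.77-fold higher in PMM, by 2.36 for replicate 1, 0.65 for replicate 2 and 1.39 for replicate 3 on the log2 scale. The fast oxidative fibre gene MYH2 changed by 0.49 on the log2 scale (standard error 0.43). The 8 erythrocyte genes had no probe, and 2 of the 28 positional development genes, SIM1 (0.44) and MEOX2 (-0.15), were too few to test as a list.

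Clustering on genes selected for a difference was compared between the real grouping and the other splits of the arrays. At an unadjusted p under 0.05, the 679 probes selected for the difference between the muscles parted the muscles in the tree. When the arrays were split in the 10 possible ways and probes were selected for each split in turn, the tree parted the arrays by that split in 5 of the 10 cases, the real one included. The number of selected probes ranged from 42 to 4612 over the splits.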
